A study of Homo sapiens with 27 samples.

How the data were processed

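The measurements were RNA-seq counts from MCF10A, an established non-tumorigenic human mammary epithelial cell line. Cells were grown in medium with 20 ng/ml epidermal growth factor (EGF), kept for 18 h in medium without growth factors, and then given ligands. The ligands were EGF, oncostatin M (OSM, a cytokine of the interleukin-6 family) and transforming growth factor beta (TGFB), each at 10 ng/ml, alone, in each pair and all together. RNA was collected 24 h later. Control cells received phosphate-buffered saline (PBS), and a further group, T0, was collected at 0 h. Each of the 9 groups had 3 libraries, 27 in all, assigned by their labels. The libraries were made with a stranded kit that selects polyadenylated RNA, per the labels' protocols.

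The deposited table held 40487 rows, each an Ensembl gene identifier with a gene symbol and a gene type, and 27 library columns. Its values were treated as estimated counts: per the file headers and labels the authors' aligner, counting tool, genome build, annotation version and any rounding are not stated, and the deposited values were whole numbers whose totals differed between libraries. Some symbols had several rows, for example for copies of a gene on alternate loci, with identical or complementary values. That would arise from estimated counts rounded to whole numbers, but raw read counts are not excluded. The values were already whole, so the rounding to whole numbers changed nothing. Of all rows, 13156 held 0 in every library and 7165 had no symbol. Rows without a symbol kept an Ensembl identifier, stayed in the tests and took 0.324% of the counts on average. Protein-coding rows took 99.5% of the counts, and 0 rows were typed as long noncoding RNA. Of the 15315 rows with a mean over 10 counts, 1544 shared their symbol with another row, spread over 606 symbols, and 624 were identical to another row in every library. Such rows were tested as deposited, so counts of genes below are counts of rows. The genome coordinates given are those of GENCODE v44 on GRCh38, matched by Ensembl identifier for 35548 rows. They describe the gene's whole span, exons and introns included, and may differ from the build the authors used.

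Library totals ranged from 30.1 to 52.9 M (mega) counts, with a median of 39.5 M. Levels are given as counts per 1 M counts (CPM). At these totals the spread between replicates, more than counting error, sets the precision of most values. The biological coefficient of variation was 10.1%. No molecular identifiers were recorded in the labels, so counting error is a lower limit. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 7.92 to 33.2, and each library was counted as its own replicate. No sequencing batch is given in the labels.

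The tests used edgeR 4.0.16 in R 4.3.3. Rows with too few counts were removed with filterByExpr by group, which left 16611 rows. Library sizes were scaled by the trimmed mean of M-values (TMM), with factors from 0.867 to 1.12. A quasi-likelihood model with a mean for each group was fitted over all 27 libraries (glmQLFit with robust estimation, 18 residual degrees of freedom), so that all groups shared an estimate of the spread. Contrasts were tested with edgeR's quasi-likelihood test (glmQLFTest), and p-values were adjusted over all rows by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. The comparisons were each of the 7 treatments against PBS, PBS against T0, and 5 contrasts for departures from additivity. A departure is the log2 fold change of a combination minus the sum of the log2 fold changes of its single ligands, all against PBS, and is 0 when log2 fold changes add. The remaining contrast, the 3-way interaction, is the part of the response to all 3 ligands that neither the single ligands nor the pairs account for on that scale. Fold changes were computed with edgeR's default prior count of 0.125. Values per gene are given as mean CPM ± SD over 3 libraries, and fold changes with an approximate standard error (SE). The SE is worked back from the test, as the absolute log2 fold change divided by the square root of its F statistic.

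The slope of each combination's response on the sum of the single responses was fitted through the origin, over genes called for at least 1 of the single ligands. Noise in the shared PBS libraries lowers such a slope and raises correlations between comparisons. Each was therefore set beside 20 simulated data sets with the fitted dispersions, either with additive combinations or with unchanged groups sharing PBS. Correlations were computed across genes, which are not independent replicates, and carry no p-value.

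A total of 7 gene lists were written before the data were examined: targets of ERK signalling (20 genes), of STAT3 (22) and of SMAD factors (20), proliferation genes (29), chemokines and cytokines (24), interferon-response genes (20), and the ligands and receptors of the study (14). The lists were compiled from general knowledge and share some genes. For list medians and counts, a symbol with several rows entered once, with its most abundant row. All but the ligand and receptor list were tested with camera from limma 3.58.1, with a preset correlation between genes of 0.01, and adjusted by Benjamini-Hochberg within 42 tests for the treatments and 30 for the departures. The fry test and camera with an estimated correlation were alternatives.

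Genes are named by a rule also set before the data were examined. Among called genes with a symbol and a mean of at least 1 CPM in every group of the comparison, and without overlap between replicates where 2 groups were compared, the 3 strongest rises and 3 strongest falls are given for each single ligand. For each combination and for PBS against T0, the strongest rise and fall are given, and for each departure the 2 most positive and 2 most negative. Members of the lists may also be named, and those were singled out after their values were seen.

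The alternatives were DESeq2's size factors or upper-quartile scaling in place of TMM, no filter, the Wald test of DESeq2 1.42.0, fits with only the groups of a comparison, the replicate number as a block, an added limit of 2-fold, additivity on the linear scale, a prior count of 2, and each library left out in turn. Rows summed by gene symbol were an alternative chosen after seeing the data. The procedure was tested on simulated data with 200 changed genes among 16540. It recovered 85.0% of them for EGF against PBS, with 2.86% false calls, and 75.5% of 200 planted departures, with 2.58% false calls. In the real data EGF changed most genes (11762 called of 16611). These rates therefore do not cover errors of scaling where most genes change. Of the list tests on simulated data, the 1 planted list was found among 42 tests, with 0 other calls. Figures were drawn with matplotlib 3.10.9. Transcript variants and genome sequence were not analysed here.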

Results

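Polyadenylated RNA was counted in 27 libraries of MCF10A cells, 3 for each of 9 groups: untreated cells at 0 h (T0), PBS, EGF, OSM, TGFB, the 3 pairs, and the 3 ligands together. The series addresses whether responses to combined signals from the cell's surroundings are the sum of the responses to single signals. Total counts per group, in units of M (mega), averaged 43.5 ± 4.48 M in T0, 38.8 ± 3.82 M in PBS, 41.8 ± 4.54 M in EGF, 39.9 ± 5.99 M in OSM and 37.1 ± 2.37 M in TGFB (SD, n = 3). In the combinations they averaged 38.99 ± 2.76 M (EGF+OSM), 40.6 ± 11.5 M (EGF+TGFB), 39.8 ± 0.301 M (OSM+TGFB) and 38.6 ± 7.57 M (EGF+OSM+TGFB). EGF+TGFB held both the deepest library (52.9 M) and the shallowest (30.1 M). The 10 most abundant rows took 6.85% ± 0.226 of the counts in PBS and 10.6% ± 0.283 with all 3 ligands (SD, n = 3). Mitochondrial transcripts took 2.98% ± 0.121 in PBS and 1.30% ± 0.121 with all 3 ligands. Among single genes, TGFBI rose from 0.398% ± 0.0489 of the counts in PBS to 2.02% ± 0.0551 in OSM+TGFB.

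The leading principal components of log2 CPM held 45.9% and 16.3% of the variance. On them OSM replicate 3 lay nearer to EGF+TGFB replicate 2 than to the other OSM libraries. Component 3 (12.1% of the variance) set them apart. On it OSM replicate 3 was at 60.4, beside OSM replicates 1 and 2 (61.3 and 64.3), and EGF+TGFB replicate 2 was at -61.4. Correlations of log2 values between replicates of a group ranged from 0.985 to 0.990.

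**Figure D1:**
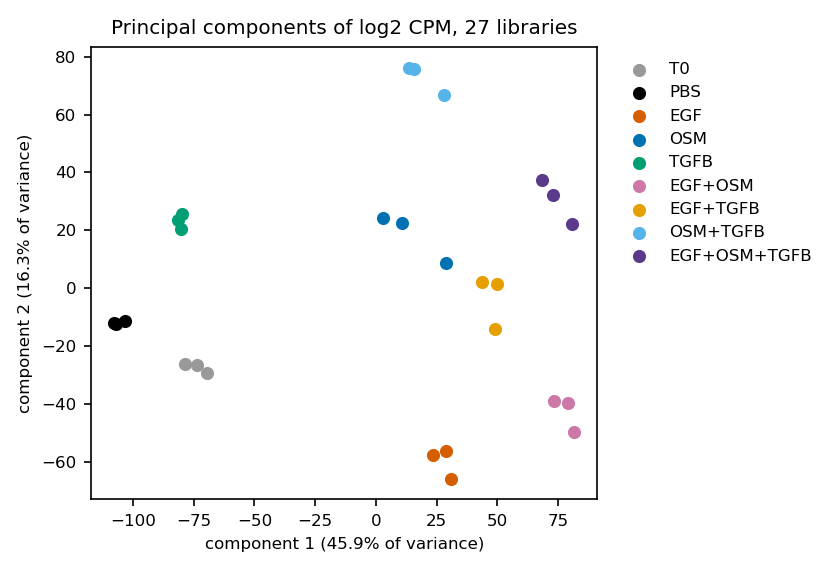
Principal components of log2 CPM for the 27 libraries, with component 1 (45.9% of the variance) on the horizontal axis and component 2 (16.3%) on the vertical axis. Each point is a library, coloured by group. On these components OSM replicate 3 lies nearer to EGF+TGFB replicate 2 than to the other OSM libraries, but component 3, not drawn, separates them.

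The comparison of each single ligand with PBS asked which genes responded to it at 24 h. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 16611 rows), EGF changed 11762 genes, 5609 higher and 6153 lower. OSM changed 10129 genes, 5388 higher and 4741 lower. TGFB changed 5569 genes, 3135 higher and 2434 lower. Of the alternatives, an added limit of 2-fold moved these counts most, to 4486 genes for EGF, 3282 for OSM and 919 for TGFB. Upper-quartile scaling shifted the median log2 fold change of all genes to -0.15 for EGF, -0.14 for EGF+OSM, -0.14 for EGF+TGFB and -0.10 for EGF+OSM+TGFB, against -0.07, -0.04, -0.05 and 0.00 under TMM, so small fold changes are relative to the scaling used. The share of called genes that were higher also moved with it, and the majority changed side for OSM (53.2% to 47.0%), TGFB (56.3% to 49.6%), OSM+TGFB (52.1% to 45.3%), EGF+OSM+TGFB (50.8% to 44.7%) and the departures of EGF+OSM+TGFB (45.6% to 51.5%).

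**Figure D2:**
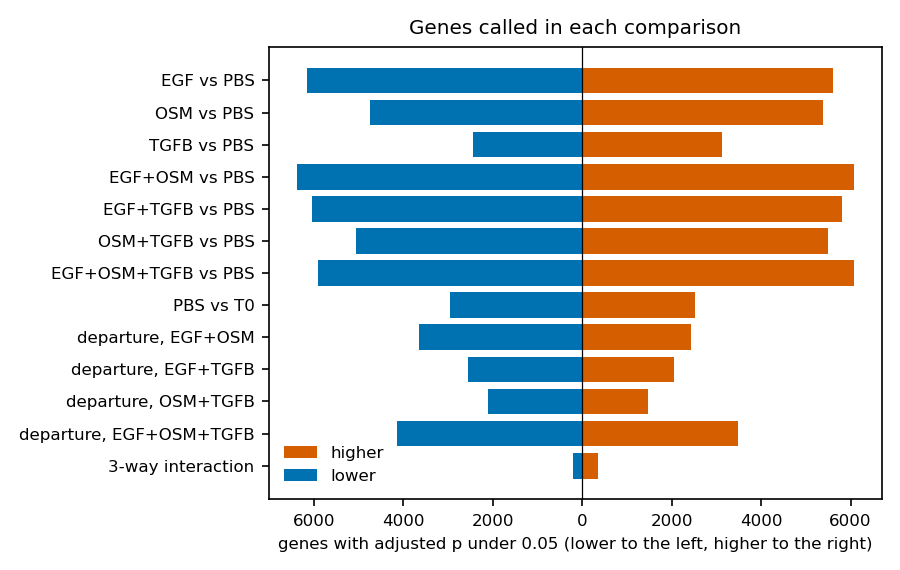
Numbers of genes called at an adjusted p under 0.05 in each comparison (horizontal axis, genes), with genes lower to the left and genes higher to the right of 0. EGF+OSM against PBS has the most (12456) and the 3-way interaction the fewest (560).

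Genes are named from those with at least 1 CPM on average in both groups, here and for OSM and TGFB below. With EGF, the strongest rises were in THBS1, MYBL2 and FAM111B, and the strongest falls in ETNK2, GREB1 and GPX2. THBS1 (ENSG00000137801, chromosome 15, 39581079 to 39599466, plus strand) rose from 25.01 ± 3.53 CPM in PBS to 1027 ± 23.7 CPM (SD, n = 3), a log2 fold change of 5.36 ± 0.27 (SE), with a Benjamini-Hochberg adjusted p of 3.4e-13 by edgeR's quasi-likelihood test. Leaving out PBS replicate 3 moved that value most, to 5.48. MYBL2 (ENSG00000101057, chromosome 20, 43667019 to 43716495, plus strand) rose from 3.90 ± 0.905 to 158 ± 11.7 CPM, and FAM111B (ENSG00000189057, chromosome 11, 59107185 to 59127412, plus strand) from 1.80 ± 0.114 to 73.0 ± 7.38 CPM. ETNK2 (ENSG00000143845, chromosome 1, 204131062 to 204152044, minus strand) fell from 147 ± 19.8 to 2.85 ± 0.350 CPM, a log2 fold change of -5.69 ± 0.17 (SE; adjusted p 2.2e-17, same edgeR test). GREB1 (ENSG00000196208, chromosome 2, 11482341 to 11642788, plus strand) fell from 68.2 ± 6.89 to 1.75 ± 0.0762 CPM and GPX2 (ENSG00000176153, chromosome 14, 64939152 to 64942746, minus strand) from 74.9 ± 6.45 to 1.92 ± 0.345 CPM.

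Within that limit, OSM raised SERPINB4, SOCS3 and SERPINA1 most and lowered SPRR3, SPRR1A and KRT13 most. KRT1 fell further but ended under 1 CPM, from 92.1 ± 15.9 in PBS to 0.386 ± 0.139 CPM with OSM. SERPINB4 (ENSG00000206073, chromosome 18, 63637259 to 63644256, minus strand) rose from 2.89 ± 0.358 CPM in PBS to 557 ± 101 CPM (SD, n = 3), with a log2 fold change of 7.59 ± 0.28 (SE) and an adjusted p of 5.5e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its sequence is close to that of the neighbouring SERPINB3, so the split of reads between them is uncertain. SOCS3 (ENSG00000184557, chromosome 17, 78356778 to 78360077, minus strand) rose from 1.49 ± 0.318 to 165 ± 19.7 CPM. SERPINA1 (ENSG00000197249, chromosome 14, 94376747 to 94390693, minus strand), a symbol with 2 rows, rose from 9.99 ± 0.594 to 665 ± 18.6 CPM in its named row. SPRR3 (ENSG00000163209, chromosome 1, 153001747 to 153003856, plus strand) fell from 314 ± 80.1 to 5.09 ± 1.71 CPM, a log2 fold change of -5.92 ± 0.44 (SE; adjusted p 4.3e-10, same edgeR test). SPRR1A (ENSG00000169474, chromosome 1, 152984081 to 152985814, plus strand) fell from 126 ± 30.8 to 2.17 ± 0.576 CPM, and both belong to a family of similar genes whose reads may be shared. KRT13 (ENSG00000171401, chromosome 17, 41500981 to 41505705, minus strand) fell from 101 ± 15.01 to 1.79 ± 0.735 CPM.

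Within the same limit, TGFB raised TGM2, LBH and AMIGO2 most. TGM2 (ENSG00000198959, chromosome 20, 38127385 to 38166578, minus strand) rose from 4.25 ± 0.415 CPM in PBS to 182 ± 28.8 CPM (SD, n = 3), with a log2 fold change of 5.41 ± 0.22 (SE) and an adjusted p of 1.4e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LBH (ENSG00000213626, chromosome 2, 30231534 to 30323730, plus strand) rose from 4.48 ± 0.224 to 89.0 ± 10.5 CPM and AMIGO2 (ENSG00000139211, chromosome 12, 47075707 to 47079959, minus strand) from 1.54 ± 0.178 to 27.7 ± 1.55 CPM. The strongest falls were in KRT1, UGT1A7 and PLA2G4F. KRT1 (ENSG00000167768, chromosome 12, 52674736 to 52680407, minus strand) fell from 92.1 ± 15.9 to 8.54 ± 4.96 CPM, a log2 fold change of -3.43 ± 0.37 (SE; adjusted p 3.1e-07, same edgeR test). UGT1A7 (ENSG00000244122, chromosome 2, 233681901 to 233773300, plus strand) fell from 10.6 ± 3.47 to 1.31 ± 0.647 CPM, and it shares exons with neighbouring UGT1A genes, so its reads are uncertain. PLA2G4F (ENSG00000168907, chromosome 15, 42139034 to 42156636, minus strand) fell from 60.01 ± 4.53 to 10.9 ± 1.83 CPM.

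The single-ligand responses were then compared with each other. At least 1 of the 3 ligands changed 13668 genes and all 3 changed 3700, of which 2585 moved in the same direction with each ligand. EGF and OSM both changed 8677 genes, 91.8% of them in the same direction. EGF and TGFB both changed 4601 (71.1% in the same direction), and OSM and TGFB both changed 4214 (74.3%). Over all genes, the same-sign shares were 80.5%, 61.0% and 62.1%, against 66.5%, 66.6% and 66.5% in simulated unchanged groups that shared the PBS libraries. Across genes, the EGF and OSM responses correlated with r = 0.663, the EGF and TGFB responses with r = 0.376 and the OSM and TGFB responses with r = 0.383, where the simulated unchanged groups gave 0.482, 0.486 and 0.481. In the simulated groups all variation is noise. Their shares and r are therefore no reference for ligands that change many genes, and no conclusion is drawn from values above or under them. Among the alternatives for EGF and OSM, leaving out OSM replicate 3 moved the correlation furthest, to 0.618. When the responses were measured without a shared library, the second ligand being added to the remaining one, r was 0.491 for EGF and OSM, -0.0275 for EGF and TGFB and 0.147 for OSM and TGFB. With the roles exchanged it was 0.570, 0.0432 and 0.0486. These values also change the background of a response. A ligand's effects alone and on a second ligand correlated with r from 0.426 (TGFB on OSM) to 0.810 (EGF on TGFB). Genes are not independent replicates.

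Gene lists set before the data were examined asked how known target genes moved. The 20 ERK targets had a median log2 fold change of 1.80 with EGF, 0.90 with OSM and 0.38 with TGFB. Among the alternatives for the EGF median, upper-quartile scaling moved it furthest, to 1.72. With EGF, 20 of the 20 were called over all genes, 18 higher and 2 lower, and 20 when adjusted over the list alone. The 22 STAT3 targets had a median of -1.40 with EGF, 2.17 with OSM and -0.22 with TGFB. With genes at 3 counts or fewer set at their bound, these became -1.26, 2.17 and -0.04. With OSM, 21 of the 22 were called, 20 of them higher, and 21 when adjusted over the list alone. The 20 SMAD targets had medians of 0.59, 1.05 and 1.76 with EGF, OSM and TGFB. With TGFB, 20 of the 20 were called higher, and 20 when adjusted over the list alone. The 29 proliferation genes had medians of 3.82 with EGF, 3.35 with OSM and -0.34 with TGFB. All 29 were called higher with EGF and with OSM, as when adjusted over the list alone, and 8 were called lower with TGFB, also 8 when adjusted over the list alone. Chemokines and cytokines, with 22 of 24 genes found, had medians of 1.26, 0.91 and 0.42, or 0.58, 0.65 and 0.30 with genes at 3 counts or fewer at their bound. Of them 17, 16 and 12 were called, and 18, 17 and 16 when adjusted over the list alone. The 20 interferon-response genes had medians of -1.14, -0.07 and -0.11, with 17, 14 and 7 called and 17, 14 and 8 when adjusted over the list alone. Leaving out PBS replicate 2 moved the OSM and TGFB medians of that list to -0.01 and -0.03, and the TGFB median became -0.17 without PBS replicate 3 and -0.06 without TGFB replicate 3. Of 42 list tests over the 7 treatments, 30 had an adjusted p under 0.05 by camera. Of these 30, 29 held under fry and 4 under camera with an estimated correlation. The 4 were the SMAD targets in the 4 treatments with TGFB. By that camera test the adjusted p was 0.0858 for STAT3 targets with OSM and 0.124 for ERK targets and for proliferation with EGF.

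Members of these lists, singled out after their values were seen, showed the ligands' separate effects. DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501, minus strand), an ERK target, was at 5.39 ± 0.377 CPM in PBS, 96.1 ± 6.58 with EGF and 66.5 ± 15.8 with OSM (SD, n = 3). SOCS3, a STAT3 target named above, did not differ detectably from PBS with EGF (log2 fold change -0.24 ± 0.23 SE; adjusted p 0.358, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose with TGFB by 1.01 ± 0.20 (adjusted p 3.0e-04, same edgeR test). C1S (ENSG00000182326, chromosome 12, 6988259 to 7071032, plus strand) was at 10.3 ± 0.175 CPM in PBS, 1.019 ± 0.140 with EGF, 118 ± 22.8 with OSM and 6.05 ± 1.55 with EGF+OSM. MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423, minus strand), a proliferation gene, was at 21.5 ± 7.11 CPM in PBS, 519 ± 39.2 with EGF and 309 ± 55.8 with OSM. Its fall with TGFB, to 13.9 ± 2.11 CPM, was not past the threshold (log2 fold change -0.63 ± 0.25 SE; adjusted p 0.0566, same edgeR test). In MKI67, TGFB had an effect past the threshold when PBS replicate 2 was left out (log2 fold change -0.88; adjusted p 0.00639, same edgeR test), under upper-quartile scaling, with the replicate block and with DESeq2. Over all alternatives its adjusted p, Benjamini-Hochberg from edgeR or DESeq2, ranged from 0.00592 to 0.265.

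The ligand and receptor list was described without a test, with 13 of 14 genes found. Of the 13, 11 were called with EGF, 10 with OSM and 6 with TGFB, and the same numbers when adjusted over the list alone, with medians of 0.10, 0.24 and 0.15. OSMR (ENSG00000145623, chromosome 5, 38845858 to 38945596, plus strand), chosen after its values were seen, rose from 79.8 ± 4.12 CPM in PBS to 556 ± 45.4 with OSM (SD, n = 3). TGFB2 (ENSG00000092969, chromosome 1, 218345336 to 218444619, plus strand), chosen likewise, rose from 0.801 ± 0.327 to 7.52 ± 0.445 CPM with TGFB.

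Each combination was compared with PBS in the same way. The strongest rises and falls given are within genes with at least 1 CPM on average in both groups. EGF+OSM changed 12456 genes (6080 higher, 6376 lower), EGF+TGFB 11849 (5815 higher, 6034 lower), OSM+TGFB 10554 (5495 higher, 5059 lower) and the 3 ligands together 11974 (6077 higher, 5897 lower). In EGF+OSM the strongest rise was in STC1 (ENSG00000159167, chromosome 8, 23841929 to 23854806, minus strand), from 1.32 ± 0.328 CPM in PBS to 188 ± 15.02 CPM (SD, n = 3), a log2 fold change of 7.13 ± 0.19 (SE; adjusted p 1.9e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The strongest fall in EGF+OSM and in OSM+TGFB was in HSD11B2 (ENSG00000176387, chromosome 16, 67430652 to 67437553, plus strand), from 492 ± 85.2 to 3.16 ± 0.116 and 3.60 ± 0.857 CPM. TGM2 rose most in EGF+TGFB and with all 3 ligands, to 795 ± 96.7 and 2020 ± 180 CPM. ETNK2 fell most in EGF+TGFB, to 2.08 ± 0.164 CPM. In OSM+TGFB the strongest rise was in TNC (ENSG00000041982, chromosome 9, 115019575 to 115118207, minus strand), from 12.5 ± 2.07 to 3889 ± 264 CPM. KRT15 (ENSG00000171346, chromosome 17, 41513745 to 41522529, minus strand) fell most with all 3 ligands within that limit, from 1578 ± 150 to 7.59 ± 1.69 CPM. HSD11B2 fell further but ended under 1 CPM, at 0.949 ± 0.178 CPM with all 3 ligands.

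Some genes were called for a combination and for none of its single ligands: 864 for EGF+OSM, 1239 for EGF+TGFB, 1477 for OSM+TGFB and 854 for the 3 ligands. A call in a combination alone is not a test of the difference, and of these genes 119, 319, 264 and 162 also departed from additivity. Among the alternatives for EGF+OSM, dropping the filter on low counts moved this number furthest, to 1117.

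PBS was compared with T0 to show how the cells changed over 24 h without an added ligand. The comparison called 5464 genes, 2515 higher and 2949 lower in PBS. Genes are again named from those with at least 1 CPM on average in both groups. KRT1 rose most, from 4.78 ± 0.879 CPM in T0 to 92.1 ± 15.9 CPM in PBS (SD, n = 3; log2 fold change 4.27 ± 0.39 SE; adjusted p 5.7e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NUSAP1 (ENSG00000137804, chromosome 15, 41320794 to 41381050, plus strand) fell most, from 16.7 ± 5.87 to 1.75 ± 0.357 CPM. All 29 proliferation genes were called lower in PBS, and 29 when adjusted over the list alone, with a median log2 fold change of -2.46.

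The additivity contrasts asked whether a combination's response was the sum of the single responses on the log2 scale. At an adjusted p under 0.05 (same edgeR quasi-likelihood test), EGF+OSM departed from the sum in 6061 genes, EGF+TGFB in 4597, OSM+TGFB in 3565 and the 3 ligands together in 7620. With an added limit of 2-fold these counts were 1639, 665, 725 and 3401. The direction of the departure was opposite to the summed response, a smaller response than the sum, in 95.2% of departures for EGF+OSM, 74.0% for EGF+TGFB, 79.7% for OSM+TGFB and 93.5% for the 3 ligands. Among the alternatives for EGF+OSM, leaving out OSM replicate 3 moved this share furthest, to 93.7%. Simulated additive data with the same noise gave between 0 and 2 departures in each of these contrasts over 20 simulations.

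The slope of the combined response on the sum was 0.680 for EGF+OSM, 0.821 for EGF+TGFB, 0.786 for OSM+TGFB and 0.557 for the 3 ligands. The mean slopes of simulated additive data were 0.950, 0.928, 0.926 and 0.917, and the lowest simulated slopes 0.937, 0.916, 0.912 and 0.907. The EGF+OSM slope moved furthest, among its own alternatives, without the filter on low counts, to 0.657.

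**Figure D3:**
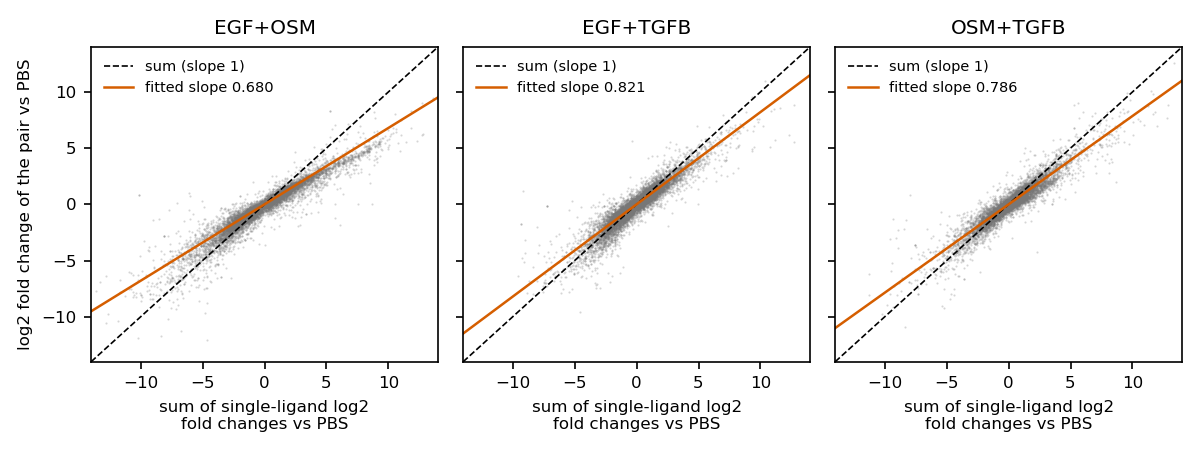
Log2 fold change of each pair against PBS (vertical axis) against the sum of the log2 fold changes of its single ligands (horizontal axis), each point a gene called for at least 1 of them. The fitted slopes through the origin (solid lines) of 0.680, 0.821 and 0.786 lie under the dashed line of exact addition, where simulated additive data gave mean slopes of 0.950, 0.928 and 0.926. In all, 16 points lie outside the axes.

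Departures, and 3-way interactions below, are ranked within genes with at least 1 CPM on average in each group of the contrast. For EGF+OSM the most positive departures were in ETNK2 and GPNMB. ETNK2 fell with EGF and with OSM (6.35 ± 1.40 CPM) and stood at 1.36 ± 0.202 CPM with both (SD, n = 3), a departure of 3.46 ± 0.29 (SE; adjusted p 3.2e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GPNMB (ENSG00000136235, chromosome 7, 23235967 to 23275108, plus strand) was at 89.6 ± 8.76 CPM in PBS, 3.69 ± 0.589 with EGF, 4.34 ± 1.39 with OSM and 1.82 ± 0.380 with both. The most negative departures were in KANK4 and FN1. KANK4 (ENSG00000132854, chromosome 1, 62236165 to 62319434, minus strand) was at 7.37 ± 1.14 CPM in PBS, 10.5 ± 0.562 with EGF, 33.7 ± 6.83 with OSM and 1.93 ± 0.719 with both, a departure of -4.65 ± 0.29 (SE; adjusted p 6.2e-11, same edgeR test). FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436073, minus strand) was at 132 ± 18.4 CPM in PBS, 648 ± 116 with EGF, 356 ± 59.1 with OSM and 76.2 ± 20.2 with both, a departure of -4.52 ± 0.26 (SE; adjusted p 2.9e-11, same edgeR test). The level with both ligands was also lower than in PBS, with a log2 fold change of -0.79 ± 0.18 (SE; adjusted p 4.4e-04, same edgeR test).

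**Figure D4:**
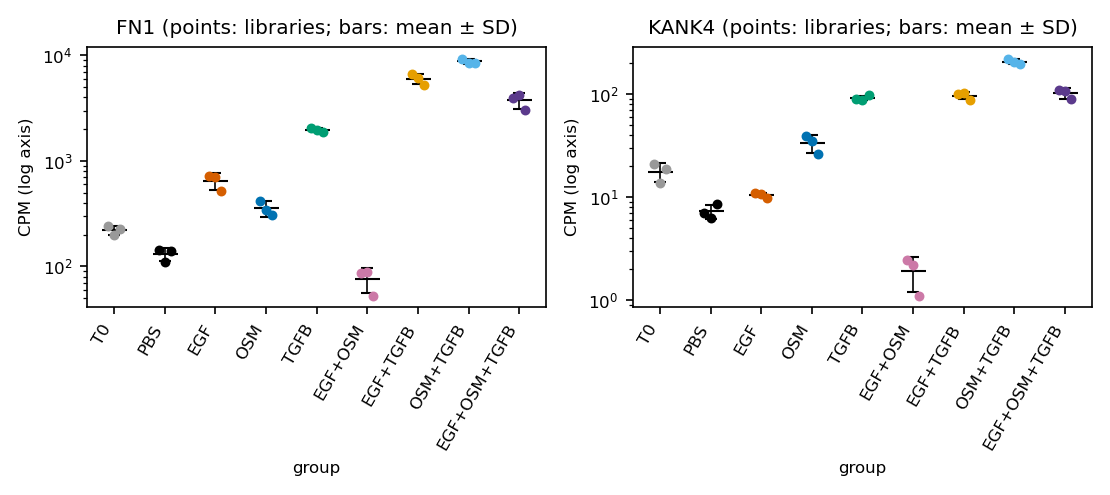
Counts per M (log axis) of FN1 and KANK4 in each group, with a point for each library and bars for mean ± SD. EGF+OSM lies under PBS for both genes (FN1 76.2 against 132 CPM, KANK4 1.93 against 7.37 CPM) while OSM alone lies above it.

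For EGF+TGFB the most positive departures were in TMEM265 and RETREG1 and the most negative in AMIGO2 and ZNF704. RETREG1 (ENSG00000154153, chromosome 5, 16473038 to 16617101, minus strand) fell from 10.9 ± 0.636 CPM in PBS to 3.98 ± 0.411 with EGF and 6.24 ± 1.07 with TGFB and was at 11.5 ± 0.308 with both (SD, n = 3), a departure of 2.34 ± 0.19 (SE; adjusted p 9.8e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AMIGO2 was at 58.5 ± 2.38 CPM with EGF and 144 ± 6.59 with both. ZNF704 (ENSG00000164684, chromosome 8, 80628451 to 80874781, minus strand) was at 2.56 ± 0.456 CPM in PBS, 8.47 ± 0.380 with EGF, 15.8 ± 1.58 with TGFB and 7.28 ± 0.288 with both. TMEM265 (ENSG00000281991, chromosome 16, 30740642 to 30745196, plus strand) had a departure of 2.79 ± 0.73 (SE; adjusted p 0.00781, same edgeR test), with uneven values: from 0 to 162 counts among the OSM libraries and 0 counts in all 3 EGF+OSM libraries.

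For OSM+TGFB the most positive departures were in SLCO2A1 and LMCD1 and the most negative in KCNJ15 and AMIGO2. SLCO2A1 (ENSG00000174640, chromosome 3, 133932701 to 134052184, minus strand) was at 4.53 ± 0.385 CPM in PBS, 14.5 ± 2.89 with OSM, 3.34 ± 0.764 with TGFB and 107 ± 10.3 with both (SD, n = 3), a departure of 3.33 ± 0.24 (SE; adjusted p 6.2e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LMCD1 (ENSG00000071282, chromosome 3, 8501807 to 8574668, plus strand) was at 1.15 ± 0.179 CPM in PBS, 1.59 ± 0.446 with OSM, 2.76 ± 0.0951 with TGFB and 31.6 ± 1.62 with both. KCNJ15 (ENSG00000157551, chromosome 21, 38155549 to 38307357, plus strand) was at 2.56 ± 0.438 CPM in PBS, 68.8 ± 8.14 with OSM, 29.4 ± 3.12 with TGFB and 92.7 ± 5.24 with both. AMIGO2 was at 20.4 ± 5.52 CPM with OSM and 62.5 ± 10.1 with both.

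Where 2 ligands moved a gene in opposite directions, the pair's direction was compared with that of the sum. EGF and OSM opposed each other in 713 genes, of which 478 were called in the pair, and 74.3% of these followed EGF, against 60.5% expected from the sum. EGF and TGFB opposed each other in 1331 genes, of which 874 were called in the pair, and 65.1% followed EGF, against 71.1% from the sum. OSM and TGFB opposed each other in 1082 genes, of which 655 were called in the pair, and 48.2% followed OSM, against 63.4% from the sum. These shares were not tested.

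In the combinations, the ERK target median was 2.06 in EGF+OSM, 2.24 in EGF+TGFB, 1.22 in OSM+TGFB and 2.02 with all 3 ligands. The SMAD target median was 0.42, 2.32, 2.85 and 2.63 in the same order, and the proliferation median 4.16, 2.80, 1.58 and 2.92. The STAT3 target median was 0.32 in EGF+OSM, and 0.20 when EGF+OSM replicate 2 was left out. Without PBS replicate 2, the chemokine and cytokine median in OSM+TGFB moved from 0.93 to 1.60, and with genes at 3 counts or fewer at their bound it was 0.69. In the departure for EGF+OSM, 29 of 29 proliferation genes were called lower than the sum, and 29 when adjusted over the list alone, with a median departure of -3.03. For SMAD targets in the same contrast, 17 of 20 were called, all lower, and 17 when adjusted over the list alone, with a median of -1.57. MKI67, chosen after its values were seen, was at 634 ± 66.1 CPM with EGF+OSM (SD, n = 3). Of 30 list tests over the departures, 16 had an adjusted p under 0.05 by camera, of which 15 held under fry and 1 under camera with an estimated correlation. The 1 was the SMAD targets in EGF+OSM (adjusted p 0.0341 by that camera test). Proliferation in EGF+OSM did not pass it (adjusted p 0.0754, same camera test).

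**Figure D5:**
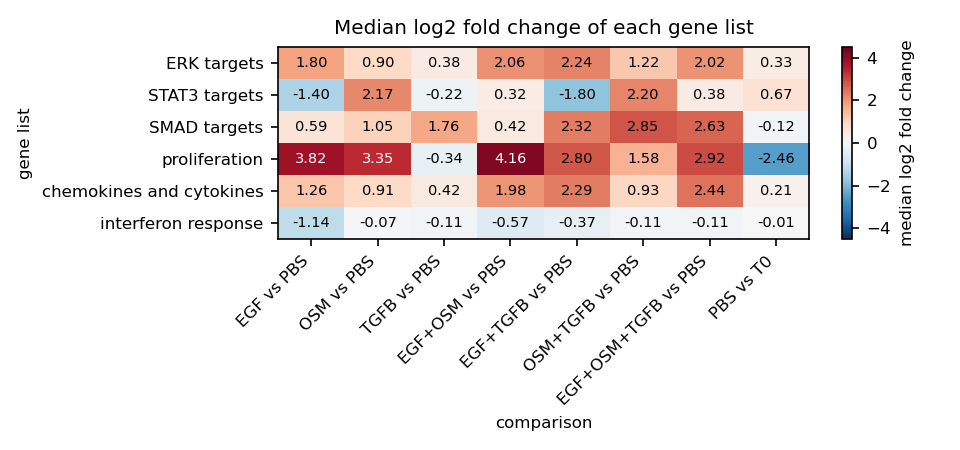
Median log2 fold change of each gene list (vertical axis) in each comparison (horizontal axis), with the value printed in each cell and the colour scale in log2 units. STAT3 targets have a median of -1.40 with EGF and 2.17 with OSM, and proliferation genes 3.82 with EGF and -0.34 with TGFB. Upper-quartile scaling lowers the medians with EGF by up to the shift it gives all genes.

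With all 3 ligands against the single ones, the most positive departures were in ETNK2 (6.39 ± 0.30 SE) and TMEM265 (5.27 ± 1.01 SE), and the most negative in AMIGO2 (-7.19 ± 0.41 SE) and KCNJ15 (-7.08 ± 0.26 SE). ETNK2 was at 3.25 ± 0.195 CPM, TMEM265 at 19.5 ± 1.29, AMIGO2 at 95.8 ± 10.3 and KCNJ15 at 75.9 ± 0.927 CPM in that group (SD, n = 3). The 3-way interaction called 560 genes, 351 positive and 209 negative. Fitting the replicate number as a block moved this count most, to 1190. KANK4 had the most positive interaction, 3.56 ± 0.36 (SE; adjusted p 6.3e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 92.6 ± 4.74 CPM in TGFB, 97.4 ± 8.12 in EGF+TGFB, 209 ± 13.1 in OSM+TGFB and 103 ± 11.9 with all 3 ligands. LBH followed with 3.42 ± 0.34 (SE). DOCK10 (ENSG00000135905, chromosome 2, 224765090 to 225042468, minus strand) had the most negative interaction, -2.12 ± 0.34 (SE). It was at 7.96 ± 1.47 CPM in PBS, 6.90 ± 0.219 with EGF, 2.60 ± 0.512 with OSM and 2.88 ± 0.719 with TGFB. In the combinations it was at 7.68 ± 0.664 (EGF+OSM), 8.31 ± 1.15 (EGF+TGFB), 3.63 ± 0.588 (OSM+TGFB) and 8.22 ± 1.07 CPM with all 3 ligands. FBLN5 (ENSG00000140092, chromosome 14, 91869411 to 91947987, minus strand) had an interaction of -2.06 ± 0.25 (SE). It was at 14.7 ± 0.433 CPM in PBS, 1.29 ± 0.169 with EGF, 2.07 ± 0.106 with OSM and 55.2 ± 3.87 with TGFB. In the combinations it was at 1.67 ± 0.110 (EGF+OSM), 10.5 ± 1.44 (EGF+TGFB), 17.7 ± 0.934 (OSM+TGFB) and 7.45 ± 0.393 CPM with all 3 ligands. The SMAD target list had a median interaction of 0.71, with 11 of 20 genes called and 15 when adjusted over the list alone. The proliferation list had a larger median, 0.96, with 2 of 29 genes called and 18 when adjusted over the list alone.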

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

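The test of single deviating libraries was chosen only after the reversals were seen, and the other tests in this part were set out beforehand.

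Some genes changed in one direction when a ligand was given alone and in the other direction when it was added on top of a second ligand, with both effects past the threshold and the interaction itself past it (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was seen for EGF in 511 genes on OSM and 296 on TGFB, for OSM in 365 genes on EGF and 232 on TGFB, and for TGFB in 350 genes on EGF and 236 on OSM. These were 6.001%, 3.10%, 8.04%, 3.13%, 8.50% and 5.78% of the genes called in both settings of the ligand. With both effects at least 2-fold, the counts were 44, 7, 28, 3, 2 and 10, so most of the reversals were small in at least one setting. FN1, singled out after its values were seen, rose with EGF alone and was lower in EGF+OSM (76.2 ± 20.2 CPM) than in OSM (356 ± 59.1 CPM; SD, n = 3).

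Technical explanations were weighed over the 1990 reversed effects, in 1514 rows, as a set. Low counts as the whole cause are argued against by the 1622 effects in rows with a mean of at least 10 CPM. They stay open for reversals of at least 2-fold in both settings, which were not weighed apart. Some of these stayed under 1 CPM in every group, such as NPBWR1 (at most 0.319 CPM) and PNPLA1 (at most 0.393 CPM). Others did not, such as KANK4 (up to 209 CPM). Scaling as the whole cause is argued against by the 1603 effects that were also reversed under upper-quartile scaling. The remainder were not. The share was lowest for EGF on TGFB (197 of 296) and OSM on TGFB (165 of 232), against 311 of 350 for TGFB on EGF. With DESeq2's size factors 1808 effects were also reversed. Reads moved between rows of one symbol as the whole cause are argued against by the 1880 effects in rows that share a symbol with no other row with any count. With rows summed by gene symbol, 1967 of the 1990 effects stayed reversed, which argues against it for most of the others too. For the remainder it stays open. A single deviating library as the whole cause is argued against by the share still reversed when any one library involved was left out, at least 60.5% for each of the 6 kinds. Individual reversals were less stable: 850 of 1990 (42.7%) were reversed in every such fit. Without EGF+TGFB replicate 2, 179 of the 296 reversals of EGF on TGFB were shared, and without EGF+OSM replicate 3, 239 of the 365 of OSM on EGF were. Reversals were not counted anew in these fits, so how stable the counts themselves are was not measured.

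That the second ligand changes how cells respond to the first stays open as a hypothesis, since the pattern was found and tested on the same libraries. Changes in the mix of cell states within a culture, or in timing over 24 h, may give the same pattern as a change within each cell. Neither was tested, and the 1603 effects also reversed under upper-quartile scaling bear on scaling alone.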

How the results depend on the processing

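Alternatives were fixed before the data were examined, except rows summed by gene symbol and all alternatives for the shares of opposed genes, which were chosen after seeing the data. The DESeq2 Wald test was run for gene counts and single genes, and the fit with only the groups of a comparison for these and for the slopes. Upper-quartile scaling was run for gene counts, single genes, list medians and percentages, with the EGF+OSM slope under it given among the other observations. The shares expected from the sum were not recomputed.

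Requiring a log2 value of at least 1 lowered each count of genes, by construction: to 4486 for EGF, 3282 for OSM, 919 for TGFB, 5683 for EGF+OSM, 4894 for EGF+TGFB, 3932 for OSM+TGFB, 5106 for the 3 ligands and 866 for PBS against T0, and for departures to 1639 for EGF+OSM, 665 for EGF+TGFB, 725 for OSM+TGFB, 3401 for the 3 ligands and 207 for the 3-way interaction. The 3-way count rose to 1190 with the replicate number as a block and to 913 with the DESeq2 Wald test, and the cause was not tested. The other counts stayed within 1.5 times their value under the other settings, linear-scale additivity included. Linear departures were compared in number alone, so their direction and the genes concerned are not covered. Genes with a negative expected level on the linear scale were kept, which no measured level can meet. Leaving out 1 library gave 11173 to 11443 genes for EGF, 9325 to 9744 for OSM, 4642 to 5089 for TGFB and 402 to 728 for the 3-way interaction.

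Without the filter on low counts the slopes were 0.657 for EGF+OSM, 0.783 for EGF+TGFB, 0.751 for OSM+TGFB and 0.533 for the 3 ligands. The EGF+TGFB slope was 0.844 with only the groups of the comparison and 0.839 with a prior count of 2. Leaving out 1 library gave 0.798 to 0.835 for EGF+TGFB, 0.754 to 0.792 for OSM+TGFB and 0.543 to 0.562 for the 3 ligands. The correlation of EGF with OSM was 0.621 without the filter and 0.700 with a prior count of 2, that of EGF with TGFB 0.428 and 0.355, and that of OSM with TGFB 0.416 without the filter. Leaving out 1 library gave 0.618 to 0.673, 0.344 to 0.415 and 0.340 to 0.421. The cause was not tested. Each of these slopes stayed under the lowest simulated additive slope.

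With an estimated correlation between genes, camera gave 4 calls of 42 for the treatments and 1 of 30 for the departures, in place of 30 and 16. The estimate allows for genes of a list moving together, which widens the test. Under fry 39 and 19 were called.

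Among 74 results for single genes in 1148 settings, 1 changed its call. MKI67 with TGFB passed the threshold under upper-quartile scaling, the replicate block, the DESeq2 Wald test, and without PBS replicate 2, where its log2 fold change was -0.88, and it did not pass in the other settings. None of the 74 reversed. Of 72 list medians in 954 settings, 42 values moved by more than their spread, 13 of them with upper-quartile scaling and 24 with a library left out. A total of 9 changed sign, each from a median of at most 0.30 in size. For the percentages, 2 values moved with the block and 11 with a library left out. One of these was the share of opposed genes that followed OSM in OSM+TGFB, 41.8% without TGFB replicate 1 in place of 48.2%.

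Libraries with equal replicate numbers in different groups had a mean residual correlation of 0.0430 over all tested genes, with 10 of 108 pairs over 0.1. In genes with at least 10 CPM on average it was 0.212, with 87 of 108 pairs over 0.1. Libraries with different numbers had a mean of -0.105 in these genes. Residuals cancel within a group, so that value follows from the 0.212 and adds no evidence. Replicate 3 lay lowest on principal component 2 in each of the 9 groups. Since not every pair was over 0.1 and the labels do not say that the numbers pair the libraries, they were not treated as pairs. A replicate effect shared between groups is visible in abundant genes, and the 3-way count of 560 leaves it out, against 1190 with the block.

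Other splits of the libraries were counted for each comparison, with the genes past the threshold as the measure. For each of the 8 comparisons of 3 libraries with 3, 1 of the 10 splits gave as many genes, the real one, and the others gave at most 1 gene. With 10 splits the share is never under 0.1, so these counts settle nothing alone. For departures, 100 splits were drawn. As many genes came from 7 of the 100 for EGF+OSM, 5 for EGF+TGFB, 9 for OSM+TGFB, 1 for the 3 ligands against the single ones and 4 for the 3-way interaction, the real split included. The other splits as large (6 for EGF+OSM, 4 for EGF+TGFB, 8 for OSM+TGFB and 3 for the 3-way interaction) all mixed treatments so that a ligand's own effect entered the contrast. They are therefore no reference for data without departures, and these counts do not bear on chance. Simulated additive data, which are such a reference, gave at most 1 gene for EGF+OSM, 2 for EGF+TGFB and 1 for OSM+TGFB, against 6061, 4597 and 3565.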

Other observations

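The tests of noise and of proliferation for the smaller responses, and the test of proliferation for T0, were chosen only after the results were seen.

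Most departures from additivity on the log2 scale were responses smaller than the sum. For EGF+OSM the slope on the sum was 0.680, under the lowest of 20 simulated additive slopes (0.937), which argues against noise in the shared PBS libraries as the whole cause. A floor of low counts under falling genes would spare rising genes that already had at least 10 CPM in PBS, and their slope was 0.642, against a lowest simulated 0.961. Upper-quartile scaling gave 0.682, which argues against scaling. A shared proliferation programme that saturates as the whole cause would spare genes that do not follow the proliferation list, and their slope was 0.607, against a lowest simulated 0.866. These values speak against each explanation as the sole one and leave a saturating or converging response to both ligands open as a hypothesis. How far the addition of log2 changes is the right reference was not settled by these tests. On the linear scale EGF+OSM departed in 6076 genes, but whether those responses were smaller than the linear sum was not examined.

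T0 libraries resembled EGF-treated ones in part. Across genes, T0 minus PBS was correlated with ligand effects measured without PBS or T0 libraries. The EGF effect gave r = 0.420 on TGFB, 0.263 on OSM and 0.256 on OSM+TGFB. The OSM effect gave 0.296 on TGFB, 0.140 on EGF and 0.0531 on EGF+TGFB, and the TGFB effect -0.00335 on EGF and -0.0699 on OSM. The EGF values were above the TGFB values, and of the 3 only that on TGFB was above the highest OSM value. In genes with a mean of at least 10 CPM the EGF effect gave 0.660 on TGFB, 0.417 on OSM and 0.480 on OSM+TGFB. There the OSM effect gave 0.487 on TGFB, 0.202 on EGF and 0.0779 on EGF+TGFB. The TGFB effect gave -0.112 on EGF, -0.239 on OSM and -0.196 on EGF+OSM. Such genes that do not follow the proliferation list gave 0.568 for EGF on TGFB, against 0.537 for OSM on TGFB. Growth-factor signal left from the growth medium, which held EGF, may contribute to the resemblance. The value of 0.420 describes the resemblance and does not test its source. A shared proliferation programme also stays open. In genes that do not follow the proliferation list the EGF effect gave 0.316 on TGFB, 0.215 on OSM and 0.159 on OSM+TGFB, against 0.294 for the OSM effect on TGFB and 0.145 for the TGFB effect on EGF. Such genes, here and above, had an absolute correlation under 0.5 with the list mean over 15 libraries. Those were the EGF, OSM, EGF+OSM, OSM+TGFB and EGF+OSM+TGFB libraries, which enter each of these effects except EGF on TGFB. The choice of genes may shift the other values, so whether the EGF effect stands out cannot be told from them. Genes are not independent replicates, and T0 and PBS also differ in 24 h of culture without growth factors, so signal left from the medium and the hours of culture cannot be told apart in these libraries.

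Rows that share a symbol tended to move apart within groups. Over 413 symbols with rows that are not identical, the median correlation of residuals was -0.220, against -0.0194 for random pairs of rows, and 68.5% of symbols were negative against 52.3% of random pairs. Reads apportioned between near-identical rows may produce this (-0.220), so a change in one row of such a symbol can reflect the split of reads. Only 4 symbols had rows called in opposite directions for EGF. No biological explanation was tested.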
